# Dynamic mRNA expression during chicken ovarian follicle development

**DOI:** 10.1093/g3journal/jkad237

**Published:** 2023-10-13

**Authors:** Hua Kui, Penghao Li, Tao Wang, Yingyu Luo, Chunyou Ning, Mengmeng Li, Siying Liu, Qing Zhu, Jing Li, Diyan Li

**Keywords:** poultry, follicle development, granulosa cells, genetic, transcriptome, pathway

## Abstract

Ovarian follicle development is a complex and well-orchestrated biological process of great economic significance for poultry production. Specifically, understanding the molecular mechanisms underlying follicular development is essential for high-efficiency follicular development can benefit the entire industry. In addition, domestic egg-laying hens often spontaneously develop ovarian cancer, providing an opportunity to study the genetic, biochemical, and environmental risk factors associated with the development of this cancer. Here, we provide high-quality RNA sequencing data for chicken follicular granulosa cells across 10 developmental stages, which resulted in a total of 204.57 Gb of clean sequencing data (6.82 Gb on average per sample). We also performed gene expression, time-series, and functional enrichment analyses across the 10 developmental stages. Our study revealed that SWF (small while follicle), F1 (F1 hierarchical follicles), and POFs (postovulatory follicles) best represent the transcriptional changes associated with the prehierarchical, preovulatory, and postovulatory stages, respectively. We found that the preovulatory stage F1 showed the greatest divergence in gene expression from the POF stage. Our research lays a foundation for further elucidation of egg-laying performance of chicken and human ovarian disease.

## Introduction

The ovary is an endocrine and a terminally differentiated organ (Xiao et al. 2021) that plays a central role in the reproduction of vertebrates, and which encompasses a large number of follicles at different stages of development. The ovarian follicles are the basic unit of reproduction and are composed of an oocyte and surrounding granulosa cells (GCs). During ovarian follicle development, GCs provide the necessary nutrients and steroids to the oocytes (Sun et al. 2018). In light of the above, the study of chicken follicle development is of significant interest for several reasons, including: (1) Follicle development is a fundamental process in reproductive biology, whereby investigating the mechanisms underlying follicle development can provide valuable insights into the development and functioning of the reproductive system (Shen et al. 2020). Moreover, deciphering the molecular, cellular, and tissue-level processes implicated in follicle development enhances our comprehension of both normal reproductive ontogeny and pathological conditions (Franks et al. 2008); (2) research on follicle development contributes to the advancement of reproductive science by helping elucidate the intricacies of reproductive cycles, hormonal regulation, and molecular signaling pathways involved in follicle development. This knowledge may bring to light the fundamental principles of reproductive regulation and decisively contribute to advancements in assisted reproductive technologies, fertility treatments, and reproductive health management (De Vos et al. 2014; Xu et al. 2022); (3) abnormal folliculogenesis is associated with various reproductive disorders and infertility. Research on follicle development helps identifying the mechanisms underlying these conditions and improves the diagnosis of reproductive disorders, the development of therapeutic interventions, and reproductive health outcomes in animals and humans; (4) studying follicle development in animals is crucial for conservation efforts and breeding programs. This provides insights into the reproductive biology of endangered species and assists the development of suitable strategies for the conservation and management of domestic and wild populations; and (5) studies on follicle development across different animal species provide valuable insights into their evolutionary history and reproductive strategies, and helps identifying suitable animal models of human disease.

In mammals, the development of ovarian follicles is a highly selective process characterized by concurrent cellular events, including proliferation, differentiation, and apoptosis (Chen et al. 2005; Heng et al. 2020). Primordial follicles, consisting of a dormant oocyte surrounded by a single layer of flattened pre-granulosa cells, are formed during embryonic development, and remain quiescent until activated (Ting and Zelinski 2017). Once growth initiates, the activated primordial follicles with a single layer of flattened pre-granulosa cells surrounding the primordial oocytes develop into primary, secondary, and eventually antral follicles (Hsueh et al. 2015). Finally, a mature or antral follicle is formed, which is characterized by a fluid-filled cavity, called the antrum, within the granulosa cell layers. The oocyte reaches its maximum size and is surrounded by multiple layers of granulosa cells. This mature follicle is ready for ovulation, whereby it is released from the ovary to potentially be fertilized.

The embryonic ovaries of chickens develop symmetrically before sexual differentiation with no obvious left-right asymmetry (Ishimaru et al. 2008). During the embryonic stage, the left gonad increases significantly more than the right due to the presence of a higher number of germ cells encroaching the gonadal region (Mfoundou et al. 2021). With regard to ontogeny, the left gonad develops into a functional ovary while the right gonad regresses and degenerates (Jiang et al. 2022). Accordingly, chicken ovaries are unilaterally located on the left side of the body and produce sex hormones, including estrogen, progesterone, and small amounts of androgen (Matute and Kalkhoff 1973). The single follicle is the basic unit of the ovary (Lebbe and Woodruff 2013). In egg-layer hens, a unique follicular development process with large amount of yolk occurs in the cytoplasm of the oocyte (Zhou et al. 2020), and the ovarian follicles are usually arranged in a strict follicular hierarchy and can thus be divided into prehierarchical and hierarchical follicles (Deng et al. 2018). The former is also designated as small while follicle (SWF, <4 mm in diameter), large white follicle (LWF, 4–6 mm in diameter), small yellow follicle (SYF, 6–8 mm in diameter), and large yellow follicle (LYF, 9–12 mm in diameter). In contrast, the hierarchical follicles are sequentially classified based on their volume as F6 or F5, F4, F3, F2, and F1. Finally, there are 2–4 postovulatory follicles (POFs) after ovulation (Onagbesan et al. 2009).

Hormones are majorly responsible for regulating folliculogenesis and oogenesis. Follicular development is regulated by the hypothalamic–pituitary–gonadal axis, which involves the secretion of various hormones, such as gonadotropin-releasing hormone (GnRH), luteinizing hormone (LH), follicle-stimulating hormone (FSH), estrogen, progesterone, and prostaglandins. During the ovulation process, FSH and LH levels increase and promote follicular growth and maturation (Duan et al. 2023). During the development of the follicle, the surge in LH levels triggers ovulation and causes the follicle to rupture and the oocyte to be released into the oviduct. After ovulation, the remaining follicle becomes the corpus luteum, which produces progesterone. Progesterone levels increase during egg formation and are essential for the development of the shell gland (Pedernera et al. 1999). During folliculogenesis, the proliferation of GCs and hormone biosynthesis offer a crucial environment for follicular development.

Poultry production is one of the fastest growing industries worldwide, with a global production of over 135 million tons in 2021. The global population is projected to reach 8.5 billion by 2030, posing significant pressure on international poultry production (Xiong et al. 2018). In poultry breeds, high-efficiency follicular development implies huge economic output for the egg industry (Zhou et al. 2020). Previous studies demonstrated that poultry egg production is directly influenced by ovarian follicular development. For example, the parathyroid hormone-like hormone (PTHLH) is regulated by FSH in follicle selection, and has a positive effect on egg-laying traits in hens (Guo, Wang, et al. 2019). In fact, Guo, Liu et al. (2019) demonstrated that FSH promotes primordial follicle formation in chickens via the KIT signaling using in vivo FSH administration and in vitro ovarian tissue culture. Moreover, the laying hens that were fed on the naringin relive SWFs atresia that was induced by oxidative stress and maintain egg-laying performance of aging low-yielding hens by reducing oxidative stress (Bao et al. 2022). Dietary supplementation of N-carbamylglutamate (NCG) at a 1% concentration for 14 days promotes ovarian follicle development in chickens by enhancing angiogenesis, as evidenced by increased follicular size (Ma et al. 2020). Other studies also suggested that some genes affect follicular development, including GDF9 with an essential role in folliculogenesis and granulosa cell proliferation, which leads to improved follicle development and fertility (Hlokoe et al. 2022).

Egg-laying hens are considered an ideal model organism for ovarian cancer (OC) (Johnson and Giles 2013), a lethal malignancy affecting women that includes the highest case-to-death ratio among gynecological cancers (Barua and Bahr 2022). Understanding the molecular mechanisms underlying follicular development can also provide insights into the pathogenesis of reproductive disorders in poultry, but also in humans. In fact, the domestic laying hen is the only nonhuman animal with a high prevalence of spontaneous OC, which provides an opportunity to study the genetic, biochemical, and environmental risk factors involved in tumor initiation, progression, and histological origin. In comparison to traditional animal models (e.g. rodents), laying hens develop OC spontaneously, with remarkable similarities to OC in women regarding tumor histology, OC dissemination, immune responses, and risk factors (Barua and Bahr 2022). Despite anatomical and physiological differences between species, the etiology and pathogenesis of ovarian cancer are similar between chicken and humans. Previous reports showed that ovarian cancer in hens is highly malignant and follows a pattern of dissemination, metastasis, and formation of ascites similar to those observed in human patients (Tudrej et al. 2019). In addition, domestic chicken (*Gallus gallus domesticus*) has a smaller genome, shorter life cycle, and lower cost, making it an ideal candidate for OC drug testing. Hakim et al. (2009) used a series of experiments that revealed ovarian adenocarcinomas in laying hens and women share similar changes in the p53 tumor suppressor gene, as well as in the ras and HER-2/neu oncogenes. In addition, Lim et al. (2012) investigated the functional role played by the SERPINB3 (serine protease inhibitors) gene in human epithelial ovarian cancer using chicken as an animal model. The authors found chicken and human ovarian cancer cell lines have patterns of *SERPINB3* expression. Another study showed that chicken ovarian tumors and cultured ovarian cancer cells express CA125, which is a hallmark of ovarian cancer in women (Jackson et al. 2007).

Deep transcriptome sequencing (RNA-seq) (Mortazavi et al. 2008; Wang et al. 2009) using next-generation sequencing (NGS) technologies provides unprecedented opportunities for studying the molecular basis of folliculogenesis. Previously, Shen *et al*. used RNA sequencing to profile circRNAs and mRNAs in theca cells from small yellow follicles (SYF), the smallest hierarchical follicles (F6), and the largest hierarchical follicles (F1). The findings revealed an enrichment in both differentially expressed circRNAs and mRNAs in pathways associated with reproduction—including the TGF-β signaling pathway, oocyte meiosis, and vascular smooth muscle contraction (Wang, Zhao, et al. 2017). Moreover, Wang, Chen et al. (2017) used RNA sequencing in small yellow follicles (SYF) and demonstrated that Wnt4 plays an important role in chicken follicle selection by stimulating GCs proliferation and steroidogenesis. Finally, Fan et al. (2019) used single-cell RNA sequencing to identify distinct types of granulosa and theca cells in the human ovary.

Beyond the aforementioned evidence, previous studies also highlighted the critical role of nutrient (e.g. protein and amino acids) supplementation (Jiang et al. 2019) and hormones on improving egg production in laying hens. However, these studies focused solely on either 1 or a few phases (Wang, Chen, et al. 2017), or instead a handful of genes (Wang, Zhao, et al. 2017). Hence, a truly holistic perspective on ovarian follicle development in chicken is currently missing. In this study, we employed RNA-seq to study the transcriptome profiles of chicken ovarian follicles at 10 developmental stages, including prehierarchical follicles (SWF, LWF, SYF, and LYF), preovulatory follicles (F5, F4, F3, F2, and F1), and postovulatory follicles (POFs). These datasets provide valuable information for our understanding of follicle development in laying hens, and identifies potential target genes for the breeding of highly productive egg-layer hens.

## Materials and methods

### Ethics statement

All animal protocols were approved by the Institutional Animal Care and Use Committee of Sichuan Agricultural University (protocol number B20171910). The methods were performed in accordance with the approved guidelines.

### Animals and sample collection

We used healthy Luhua hens at the peak laying period (31 weeks of age) from the Experimental Chicken Farm of Sichuan Agricultural University. The animals were euthanized by intravenous injection of 2% pentobarbital sodium (25 mg/kg of body weight). The ovarian follicles were categorized based on the size of the follicle diameter. The follicles of each developmental stage were then counted and their diameter measured using a vernier caliper.

Follicular granulosa cell layers of the whole reproductive cycle, including prehierarchical follicles (SWF, LWF, SYF, and LYF), preovulatory follicles (F5, F4, F3, F2, and F1), and postovulatory follicles (POFs), were collected according to the methodology described by Gilbert et al. (1977). All separated samples were promptly frozen in liquid nitrogen and stored at −80°C until used for RNA-seq library preparation.

### Total RNA isolation, library preparation, and sequencing

Total RNA was extracted from each sample using the RNAiso Plus reagent (TaKaRa, Otsu, Shiga, Japan) following manufacturer's instructions. We estimated the integrity and quality of the total RNA using a Bioanalyzer 2100 system (Agilent Technologies, Palo Alto, CA, USA) with an RNA 6000 Nano kit. Subsequently, we generated 30 strand-specific libraries (total of 10 stages with 3 biological replicates in each stage) after depleting rRNA using the Ribo-Zero Gold Kit (Illumina, San Diego, CA, USA). The libraries were sequenced on an Illumina HiSeq X Ten platform (Illumina Inc., San Diego, CA, USA) using paired-end 150 bp sequencing reads (PE150) at the Novogene Corporation (Beijing, China).

### Gene expression levels and time-series analysis

High-quality reads were obtained by removing low-quality reads, adapter sequences, null reads, and ribosomal (r)RNA reads from the raw data. The processed reads were mapped to the chicken reference genome (GRCg6a) using HISAT2 2.1.0 (Kim et al. 2015). The mapped reads were assembled and then quantified for gene expression based on the FPKM values of each mRNA using StringTie v1.3.3 (Pertea et al. 2015). The mRNAs that exhibited FPKM > 0.5 in at least 2 biological replicates were filtered for expressed protein-coding genes, and log_2_-transformed values of FPKM + 1 were used for further analysis. Spearman correlations were calculated across developmental stages. The differentially expressed genes (DEGs) were identified using DEseq2 (Love et al. 2014) based on the read count data. The significant DEGs were screened with a false discovery rate < 0.05 and |fold change| > 1.5 as cutoffs. MaSigPro (v 3.12) (Conesa et al. 2006) was used to identify the genes with dynamic temporal expression profiles.

### GO & KEGG pathway enrichment analysis

Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed with Metascape (http://metascape.org/gp/index.html#/main/step1) (Zhou et al. 2019). The GO terms with a *P* < 0.01 containing ≥ 3 genes were considered as statically significant.

### Statistical analyses

All statistical analyses were performed using a 2-tailed Student's t-test or a Mann–Whitney U test in GraphPad Prism 8 or R.

## Results

### Follicle diameters at all levels and read alignments

Table 1 displays the follicle numbers and diameters of the prehierarchical, preovulatory, and postovulatory follicles using in this study.

**Table 1:** . Statistics of follicle diameter at all levels.

Follicles	Numbers	Diameter (mm)
SWF	>15	<4
LWF	7–12	4.28 ± 0.24
SYF	4–6	8.50 ± 0.87
LYF	1–3	12.77 ± 1.38
F5	1	20.74 ± 1.39
F4	1	26.33 ± 0.98
F3	1	29.20 ± 0.34
F2	1	32.22 ± 1.09
F1	1	37.16 ± 1.18

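Granulosa cell layers of Luhua hens at 31 weeks of age were profiled at 10 stages with 3 libraries per stage, 30 libraries in all. The authors removed low-quality reads, adapters and rRNA reads, mapped the rest to GRCg6a with HISAT2 2.1.0 and quantified each gene with StringTie 1.3.3 as FPKM, the fragments per kilobase of transcript and per 1e6 mapped fragments of that library. The paper's text describes no further scaling between libraries, none was added here, and the sum of FPKM ran from 471009 to 642207 per library. In units of 1e6, the libraries held between 40.8 and 59.18 clean reads in the paper's Supplementary Table 1. Read counts were not analysed here, but a relative depth was taken from the most frequent low FPKM of each library, read as 1 fragment on a common transcript length, and it ran from 1 in the shallowest library to 1.54 in the deepest. In that table 6 libraries (replicate 3 of F4, F3, F2 and POF, and replicates 2 and 3 of F1) have a Q30 from 93.83% to 94.22% and the other 24 from 90.03% to 92.82%, and these 6 are treated as a separate sequencing group. For 6 prehierarchical libraries the sample titles and the column names exchange LWF and SYF, so these stages are named by the column, with the title's name in parentheses where a result depends on it. Only the 36 genes of Supplementary Table 3 have their identifiers paired with names, and 32 of these have a symbol. Stages were compared gene by gene with limma on log2(FPKM + 1), taking only the 6 libraries of the pair of stages, and a differentially expressed gene (DEG) has a Benjamini-Hochberg adjusted p under 0.05 and a fold of FPKM + 1 over 1.5. Fold changes are on this log2(FPKM + 1) scale, which understates the change of genes with low values.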

To systematically explore the transcription patterns during chicken follicle development, we used RNA-seq to profile the mRNAs of follicular GCs at 10 distinct stages, including prehierarchical (SWF, LWF, SYF, and LYF), preovulatory (F5, F4, F3, F2, and F1), and postovulatory follicles (POFs) (Fig. 1a). A total of 219.34 Gb of sequencing data was generated from 30 raw datasets representing 3 biological replicates for each stage. The average sequencing data in each sample were 7.31 Gb. After a series of quality control steps, including data preprocessing, the removal of low-quality sequences, adapters, and rRNA sequences, we obtained 1,389.26 million high-quality reads (clean reads), corresponding to a total of 204.57 Gb of clean data (6.82 Gb on average per sample), approximately 93.27% of the original data. The average Q30 (proportion of base calling accuracy > 99.9%) of all samples was approximately 92.45% (Supplementary Table 1), indicating suitable quality of the generated RNA-seq data for subsequent bioinformatic analysis. 

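Of the 23910 genes with FPKM, 2819 were at 0 in every library. The filter was read as FPKM > 0.5 in at least 2 libraries of the same stage. By stage, 9857 genes passed it in every stage and 1616 in 1 stage only, of which 792 passed in POF, 565 in SWF, 67 in LWF (titled SYF), 48 in F1 and at most 36 in any other stage. The number of genes above 0.5 FPKM in a library averaged 13099 ± 271 (SD, n = 3) in SWF, 10886 ± 157 (SD, n = 3) in F1 and 13014 ± 465 (SD, n = 3) in POF. Every SWF and every POF library lay above every F1 library, with an exact two-sided permutation p = 0.1 for each comparison, the smallest that 3 libraries against 3 allow. Among the libraries with the lower Q30, SWF had 12786 to 13258 such genes and the single F1 library 11067. All these counts apply the same cutoff to FPKM that were not scaled between libraries. The upper quartile of FPKM was lower in every F1 library than in every SWF and POF library. The cutoff may therefore be stricter in F1. Fewer genes expressed in F1 cannot be told apart from a difference in scale, and counts after scaling were not made.

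**Figure D1:**
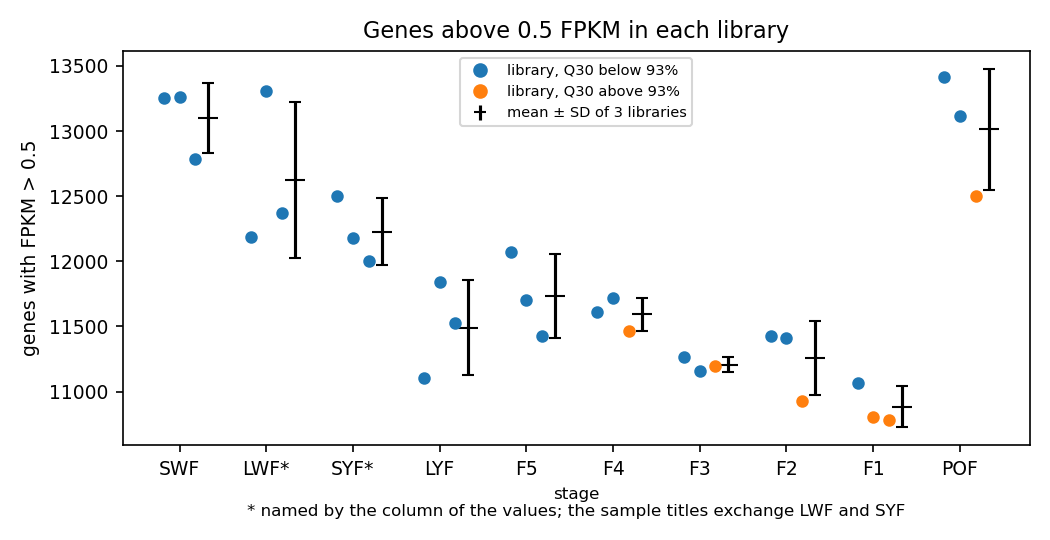
Genes with FPKM > 0.5 in each library (y axis) by stage (x axis), with the mean ± SD of 3 libraries beside the points and the sequencing group in color. The lowest library, with 10784 genes, belongs to F1 and the highest, with 13418, to POF.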

After filtering out genes with low expression levels, we identified 15,197 genes that were substantially expressed in at least 2 replicates (FPKM > 0.5). A heatmap of the correlation showed high reproducibility within biological replicates (Spearman *R* > 0.80) (Fig. 1b and c).

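The Spearman correlation was computed over the expressed genes for the 3 pairs of libraries within each stage. Genes are not independent replicates, so these correlations describe the libraries. Outside POF, a pair of libraries of the same stage correlated at 0.935 to 0.981, and the mean over the 3 pairs ran from 0.940 ± 0.0042 (SD, n = 3 pairs) in SYF (titled LWF) to 0.966 ± 0.014 (SD, n = 3 pairs) in F1. In POF the mean was 0.805 ± 0.057 (SD, n = 3 pairs). POF replicates 1 and 2 correlated at 0.869, replicates 1 and 3 at 0.759 and replicates 2 and 3 at 0.785, so the lowest pairs both include replicate 3. The mean correlation with the 3 libraries of F1 was 0.662 for POF replicate 1, 0.733 for replicate 2 and 0.849 for replicate 3.

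**Figure D2:**
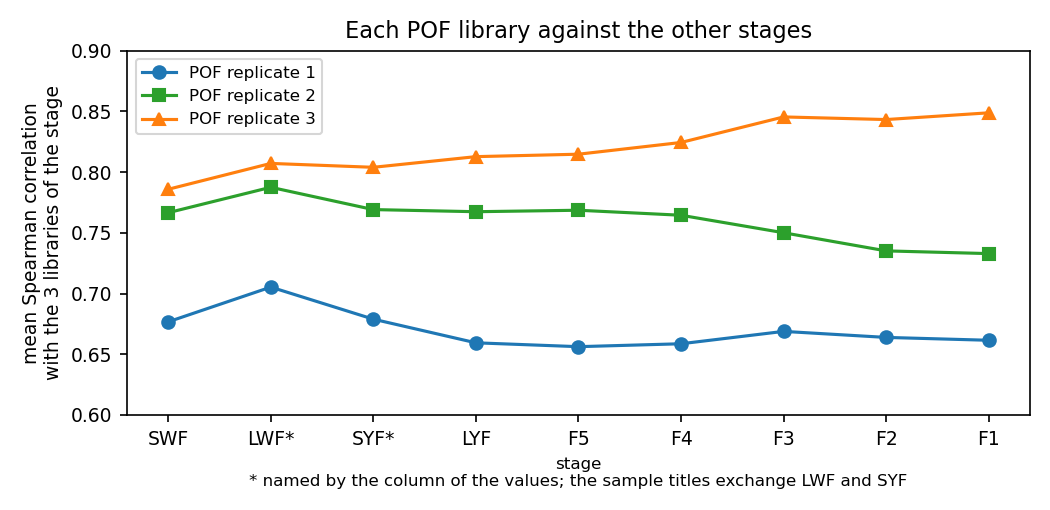
Mean Spearman correlation (y axis) of each POF library with the 3 libraries of every other stage (x axis). POF replicate 3 lies above replicates 1 and 2 at every stage and is highest at F1, at 0.849.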

**Fig. 1.**
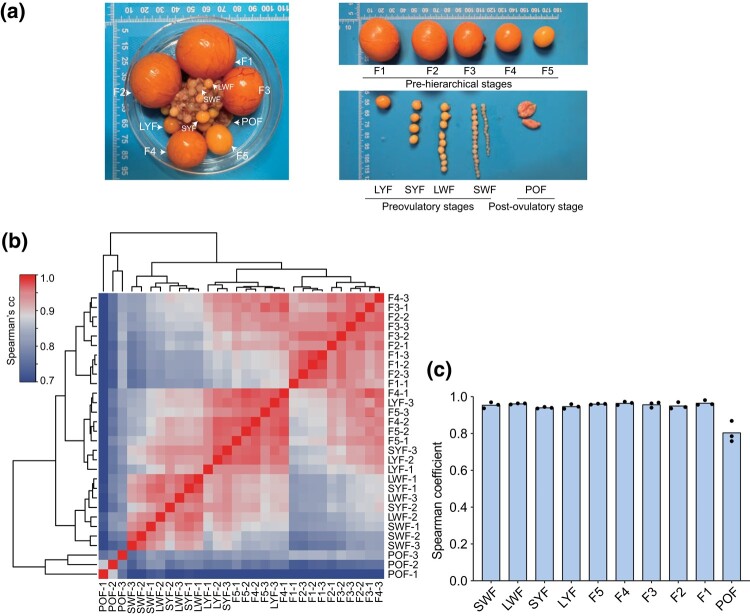
The structure of ovary and expression profiles of mRNAs during chicken follicle development. a) The structure of the ovary at the peak period of egg production in Luhua chicken samples. b) Heatmap of Spearman's correlation coefficient between pairs of samples. c) Histogram of Spearman's correlation coefficients within each sample.

### Differential gene expression analysis in ovarian follicle development

To distinguish the transcriptomic divergence at different stages, we analyzed the top 100 highly expressed genes (Supplementary Table 2) and identified 36 (involve 2 novel genes) that were co-expressed across all stages (Fig. 2a, Supplementary Table 3). Of these, we identified 16 mitochondrial genes, including *ND1*, *ND2*, *ND3*, *ND4*, *ND5*, *ND6*, *ND4L*, *CYTB*, *COX1*, *COX2*, *COX3*, *ATP6*, and *ATP8*; 18 autosomal genes, including *SPARC*, *GAPDH, ACTB*, *GNS*, *EEF1A*, *FTH1*, *ZP3*, *CALR*, *HSP90AA1*, *PPIB*, *RPS3A*, *EIF4A2*, *RPLP1*, *CTSB*, *APLP2*, *RPS10*, *RPL23*, and *RPL6*. These genes are involved in positive regulation of cell adhesion and the regulation of translation.

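The genes were ranked in each stage by the mean FPKM of its 3 libraries. The top 100 genes of the 10 stages comprised 216 distinct genes, and the 36 found in every stage are the 36 of Supplementary Table 3. Among these, 16 are mitochondrially encoded, 13 of them with a symbol, 19 are nuclear genes with a symbol and 4 have no symbol in that table. The top 100 genes held 40.4% ± 0.868 (SD, n = 3) of the summed FPKM in SWF, 55.7% ± 1.78 (SD, n = 3) in F1 and 42.3% ± 5.81 (SD, n = 3) in POF. The share in F1 exceeded that in SWF by more than the spread between libraries.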

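The mitochondrially encoded genes together held from 14.1% of the summed FPKM in a library of POF to 49.5% in a library of LYF. COX1 (ENSGALG00000032142) had a mean FPKM of 22024 ± 3790 (SD, n = 3) in SWF, 22944 ± 2558 (SD, n = 3) in F1 and 25111 ± 12473 (SD, n = 3) in POF, differences smaller than the spread between libraries. ZP3 (ENSGALG00000001559, chromosome 10) had a mean FPKM of 1101 ± 354 (SD, n = 3) in SWF, 69342 ± 9025 (SD, n = 3) in F1 and 3831 ± 5333 (SD, n = 3) in POF, where the libraries read 341, 1182 and 9970. It made up 12.5% ± 1.51 (SD, n = 3) of the summed FPKM in F1. Its log2 fold change in SWF relative to F1 was -6.02 (standard error 0.41, adjusted p = 0.00011 from limma). GAPDH (ENSGALG00000014442, chromosome 1) was higher in SWF than in F1, at 2510 ± 390 and 801 ± 111 FPKM (SD, n = 3 each), with a log2 fold change of 1.64 (standard error 0.22, adjusted p = 0.0012 from the same test). The sizes depend on the scaling, with 0.91 (adjusted p = 0.014) under upper quartile scaling and 2.24 (adjusted p = 0.00038) under quantile normalization for GAPDH, and -6.75 and -4.84 in that order for ZP3. For ACTB the log2 fold change was 1.47 (adjusted p = 0.0025), which became 0.74 (adjusted p = 0.053) when each library was divided by its upper quartile and 2.02 (adjusted p = 0.00086) with quantile normalization. SPARC (ENSGALG00000004184, chromosome 13) was highest in LYF, at 9459 ± 1006 FPKM (SD, n = 3). These genes were picked by the study from the same libraries, so their tests are not independent evidence.

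**Figure D3:**
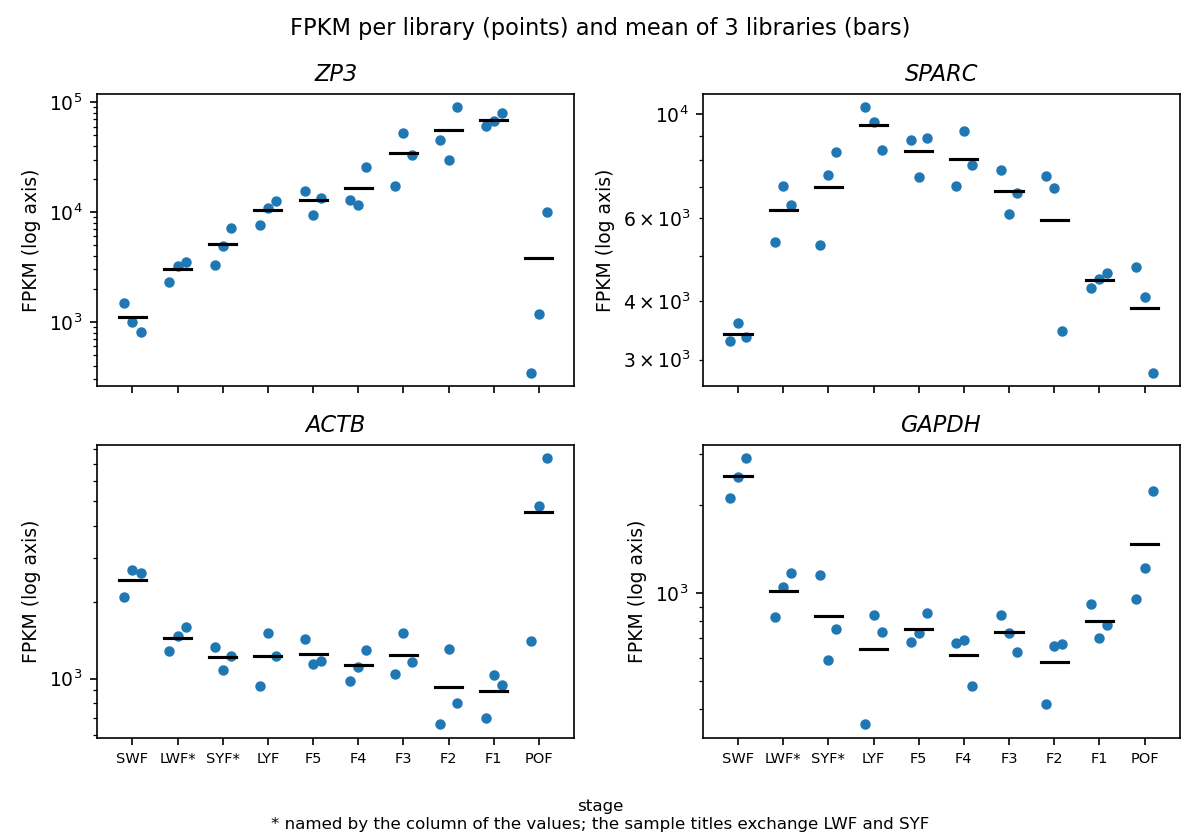
FPKM (y axes, log scale) of ZP3, SPARC, ACTB and GAPDH in each library by stage (x axes), with bars at the mean of the 3 libraries. ZP3 has its highest stage mean in F1, at 69342 FPKM.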

**Fig. 2.**
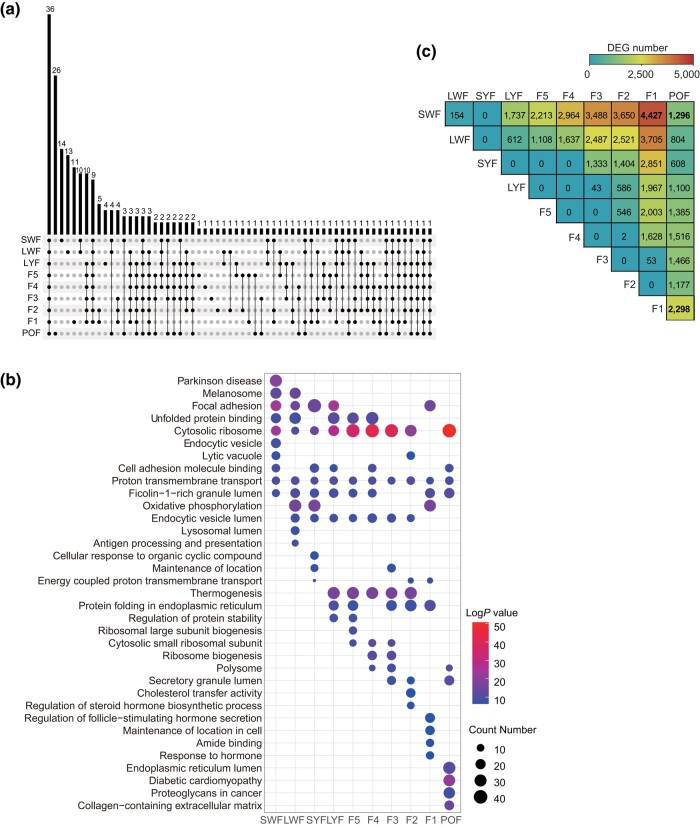
Differential gene expression during chicken follicle development. a) UpSet plot of the top 100 most highly expressed genes at each stage. The number of co-expressed genes in each set appears above the column, while the stages shared are indicated in the graphic below the column. b) The top 10 significantly enriched Gene Ontology-Biological Process (GO-BP) terms of the top 100 most highly expressed genes at each stage. c) Heatmap of DEGs in pairwise comparisons between stages. DEGs were identified with a threshold of |log_2_FC| > 1.5 and a false discovery rate (FDR) < 0.05.

We also found their stage-specific genes in each stage of follicle development, mostly in the case of SWF, F1, and POF (Fig. 2a). 

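Among the top 100 genes of each stage, 14 were in the list of SWF alone, 11 in that of F1 alone and 26 in that of POF alone. LWF (titled SYF) had 9, LYF 4, SYF (titled LWF) 3 and F5, F4, F3 and F2 1 each. The mean FPKM of the SWF genes was a median of 1.94 times that of the stage with the next highest mean, and in 14 of 14 genes each SWF library lay above that mean. For F1 the median ratio was 1.65, and each F1 library lay above the next stage in 9 of 11 genes. In POF the median ratio was 10.4, but each POF library lay above the next stage in only 7 of 26 genes. A place in the list of a single stage rests on the rank and does not mean that the gene is unexpressed elsewhere.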

The functional enrichment analysis showed that most of these co-expressed genes are involved in metabolic and cell adhesion processes, such as cytoplasmic translation (GO:0002181), adherens junction (GO:0005912), and peptide biosynthetic process (GO:0043043) (Fig. 2b). The stage-specific genes are associated with reproductive, signaling, and localization processes (Fig. 2b), which reflect distinct biological functions in chicken follicular GCs during development.

For comparison, we also performed pairwise differential expression analysis for the 10 developmental stages, but found no differences in gene expression between contiguous stages of development (Fig. 2c). 

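The neighbouring stages from SWF to F1 form 8 pairs. Between SWF and LWF (titled SYF) limma called 1064 DEGs, 891 higher and 173 lower in SWF. No DEG was called between LWF (titled SYF) and SYF (titled LWF), between SYF (titled LWF) and LYF, or between LYF and F5, where 387, 1847 and 447 genes had an unadjusted p under 0.05. The other 4 pairs had between 1 and 4 DEGs each, but F2 and F1 had 278 without F2 replicate 3, and F4 and F3 had 7 without F4 replicate 3. With 1 spread over all 30 libraries, SYF (titled LWF) and LYF had 191. At an absolute log2 fold over 1.5, the pair SWF and LWF (titled SYF) had 170 DEGs. The count for this pair moved when 1 library was left out. There were 0 DEGs between SWF and LWF (titled SYF) without SWF replicate 2, without SWF replicate 3 or without any 1 of the 3 LWF libraries. There were 2617 over all neighbouring pairs without SWF replicate 1. A fit with fewer libraries has less power, so the counts of 0 do not single out a library. When the exchanged libraries were ordered by their titles, SWF and the stage next to it, SYF (titled LWF), had 0 DEGs, and the last of these stages differed from LYF in 1243 genes. Between SWF and SYF (titled LWF) 4263 genes had an unadjusted p under 0.05 in limma, and between SWF and LWF (titled SYF) 4612. The 0 DEGs therefore do not show that SWF and SYF (titled LWF) are alike.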

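Against POF, limma called 1611 DEGs in LWF (titled SYF), 969 in SYF (titled LWF) and 973 in LYF, of 15197 genes tested. The SWF stage had 2490 DEGs against POF. This number changed with single libraries. It was 243 without SWF replicate 2, 512 without SWF replicate 3, 1376 without POF replicate 1 and 4586 without POF replicate 3, while leaving out the other 2 libraries moved it by less than 1.5 times. Without SWF replicate 2 or 3, 3650 and 3594 genes still had an unadjusted p under 0.05 in limma, against 5492 with no library left out. A fit with fewer libraries has less power, so the low counts alone do not single out a library. For the other prehierarchical stages libraries were not left out.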

Comparing the DEGs between prehierarchical follicle and postovulatory follicle, we found that SWF contains the most DEGs (1,296) when compared to the POF stage. Comparing the DEGs between preovulatory follicle and postovulatory follicle, the stage of F1 showed the greatest divergence (2,298) in gene expression also when compared to the POF stage. 

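In the same test, limma called 1359 DEGs against POF in F5, 1390 in F4, 1253 in F3, 1039 in F2 and 2388 in F1. With the replicate number as a block it called 0 in each of these stages, although no pairing by number is stated and the block lowers the power of so small a fit. The number for F1 changed with the libraries left out. No DEG was called without F1 replicate 2, with 3677 genes at an unadjusted p under 0.05. There were 11 without F1 replicate 3, 601 without F1 replicate 1 and 4716 without POF replicate 3. A fit with fewer libraries has less power, and each gene had a single spread over both stages. The wider spread of POF weighs more in it when an F1 library is left out, so the low counts do not single out a library of F1. Of the 6 libraries, F1 replicates 2 and 3 and POF replicate 3 belong to the sequencing group with the higher Q30. With a term for this group in the fit, F1 had 1202 DEGs against POF and F5 had 3356, the most of the preovulatory stages. The group takes different shares of these stages. F5 has no library in it, so POF replicate 3 alone sets the term there and in effect drops out of the comparison. Without POF replicate 3 F1 had 4716 DEGs, so the counts with the term do not rank F5 above F1.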

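Over the 45 pairs of stages, limma called between 0 and 8040 DEGs, the highest number being that between SWF and F1. Leaving out 1 library in turn gave 6739 to 7930 DEGs for this pair. With a term for the sequencing group, SWF and F2 had the most DEGs, 6356. As SWF has no library of that group, SWF and F1 are then compared through F1 replicate 1 alone. SWF and F2 are compared through F2 replicates 1 and 2. These unlike fits do not rank the 2 pairs.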

The highest number of DEGs (4,427) was noticed between the stage of SWF and F1. Accordingly, the SWF, F1, and POF stages were considered as best representing the transcriptional changes associated with prehierarchical, preovulatory, and postovulatory stages, respectively.

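The libraries of SWF and F1 correlated at a mean Spearman coefficient of 0.785, those of SWF and POF at 0.743 and those of F1 and POF at 0.748, whereas the neighbours F2 and F1 correlated at 0.947. POF correlated least with SWF of the 9 other stages and most with LWF (titled SYF), at 0.767, a range smaller than the difference between POF replicates. From the numbers of DEGs in its pairwise comparisons, the paper concludes that SWF, F1 and POF best represent the transcriptional changes of the prehierarchical, preovulatory and postovulatory stages.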

### Differential gene expression analysis

As previously described, the SWF, F1, and POF stages were considered as best representing the transcriptional changes associated with prehierarchical, preovulatory, and postovulatory stages, respectively (Fig. 2c, Supplementary Table 4). Genes up-regulated or down-regulated were further analyzed in the 3 representative stages. There were 2,922 up-regulated genes and 1,505 down-regulated genes detected for SWF vs F1 (Fig. 3a). 

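In this comparison 6763 genes were higher and 1277 lower in SWF than in F1, so 84.1% of the DEGs were higher in SWF. The split depends on how the libraries are scaled. With each library divided by its upper quartile, which moved the log2 fold change of a gene by a median of -0.66 over 11707 genes with a mean over 1 FPKM in the 6 libraries, 3699 genes were higher and 2531 lower, and with quantile normalization 2977 were higher and 2983 lower. The gene with the largest fold among those higher in SWF was ENSGALG00000027090, at 10703 ± 1124 FPKM (SD, n = 3) in SWF and 0.668 ± 0.465 FPKM (SD, n = 3) in F1, a log2 fold change of 12.68 (standard error 0.22, adjusted p = 7.2e-06 from limma). Among the genes lower in SWF was ENSGALG00000010237, at 148 ± 13.5 FPKM (SD, n = 3) in SWF and 24878 ± 593 FPKM (SD, n = 3) in F1, a log2 fold change of -7.38 (standard error 0.20, adjusted p = 1.8e-05). Of the 32 genes with a symbol, 5 were higher and 2 lower in SWF (3 higher and 2 lower when adjusted over the list alone). Of the 5, ND3, ND4L and ND6 lost the call with upper quartile scaling, with the sequencing group term, with no filter on low values, with all 30 libraries in the fit and without any of the replicates 2 and 3 of SWF and F1. RPS10, 1 of the 2 lower in SWF, had a log2 fold change of -0.72 (adjusted p = 0.012) that lost the call with quantile normalization, with all 30 libraries in the fit (adjusted p = 0.20) and without SWF replicate 2 (adjusted p = 0.052). The 13 mitochondrially encoded genes with a symbol had a median log2 fold change of 0.43, under the median of 0.71 over those 11707 genes, but their place relative to the other genes depends on the scaling. With camera, which makes this comparison, p was 0.45 with the preset correlation and 0.74 with an estimated one, both away from SWF, and 0.021 towards SWF with quantile normalization.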

The up-regulated genes were enriched in the pathway of “mitotic cell cycle” (GO:0000278), and the down-regulated genes were enriched in the pathway of “regulation of hormone levels” (GO:0010817) (Fig. 3b, Supplementary Table 5). The genes enriched in “mitotic cell cycle” pathway, *BUB1B* and *CDC20*, were involved in cell cycle regulation (Nakata et al. 2017). There were 759 up-regulated genes and 1,539 down-regulated genes detected for F1 vs POF (Fig. 3c). 

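In this comparison 589 genes were higher and 1799 lower in F1 than in POF. With each library divided by its upper quartile, which moved the log2 fold change of a gene by a median of 0.38 over the genes with a mean over 1 FPKM, 942 were higher and 1078 lower, and with quantile normalization 964 were higher and 478 lower. Among the genes higher in F1, ENSGALG00000034616 had the largest fold, at 616 ± 196 FPKM (SD, n = 3) in F1 and 3.93 ± 3.20 FPKM (SD, n = 3) in POF, a log2 fold change of 7.21 (standard error 0.65, adjusted p = 0.0074 from limma, and 0.056 without F1 replicate 2 or 0.055 without F1 replicate 3). Among those lower in F1 it was ENSGALG00000006992, at 0.190 ± 0.297 FPKM (SD, n = 3) in F1 and 615 ± 555 FPKM (SD, n = 3) in POF, a log2 fold change of -7.76 (standard error 1.59, adjusted p = 0.034). The call of this gene was lost without any single library but POF replicate 3, with adjusted p from 0.073 to 0.13. None of the 32 genes with a symbol was a DEG in limma, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. ZP3 had a log2 fold change of 5.44 (adjusted p = 0.46), since limma ties the spread to the expression level and widens it for the most abundant genes, and without that tie its adjusted p was 0.046. The 13 mitochondrially encoded genes shifted towards F1 relative to the other genes (camera p = 0.030 with a preset correlation of 0.01), which was not found with quantile normalization (p = 0.65, in the other direction), with an estimated correlation (p = 0.45), with upper quartile scaling (p = 0.16) or without POF replicate 1 (p = 0.061).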

The down-regulated genes were enriched in the pathway of “vasculature development” (GO:0001944) (Fig. 3d, Supplementary Table 5). There were 821 up-regulated genes and 475 down-regulated genes detected for SWF vs POF (Fig. 3e). 

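In this comparison 1908 genes were higher and 582 lower in SWF than in POF. With each library divided by its upper quartile, which moved the log2 fold change of a gene by a median of -0.27 over the genes with a mean over 1 FPKM, 1111 were higher and 748 lower, and with quantile normalization 1226 were higher and 653 lower. ENSGALG00000027090 again had the largest fold among the genes higher in SWF, with 6.31 ± 7.84 FPKM (SD, n = 3) in POF and a log2 fold change of 11.13 (standard error 0.78, adjusted p = 0.0022 from limma). None of the 32 genes with a symbol was a DEG in limma, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. RPL6 had a log2 fold change of -0.97 (adjusted p = 0.13). The wide spread that limma fits to the most abundant genes limits this comparison too. ACTB averaged 4526 ± 3007 FPKM (SD, n = 3) in POF, a spread that spans its mean of 2457 in SWF. For the mitochondrially encoded genes against the other genes, the camera p was 0.55 at the preset correlation and 0.84 with an estimated one, but 0.020, towards SWF, with no trend in the prior spread.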

The functional enrichment analysis showed that up-regulated genes were enriched in “mitotic cell cycle” (GO:0048285), and the down-regulated genes were enriched in “vasculature development” (GO:0001944) (Fig. 3f, Supplementary Table 5). Interestingly, in the stage of POF, the “vasculature development” pathway is down-regulated (Fig. 3d and e).

**Fig. 3.**
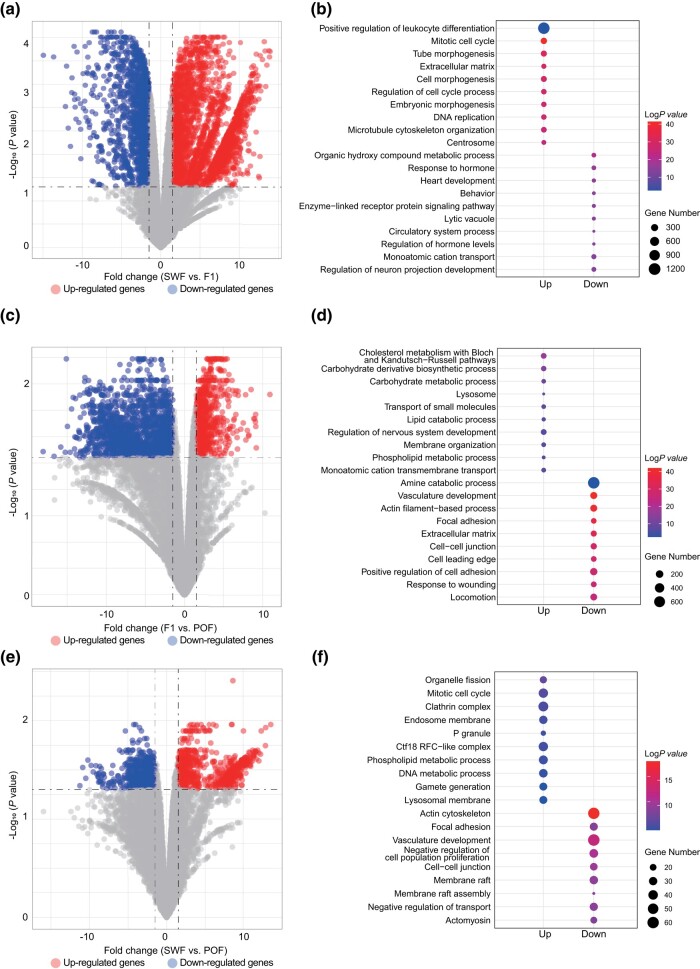
Differential gene expression analysis in SWF, F1, and POF. Volcano plots showing significantly differentially expressed genes (DEGs) (|Fold change|>1.5, adjusted *P*-value < 0.05) in a) SWF vs F1, b) F1 vs POF, and c) SWF vs POF. The top 10 significantly enriched Gene Ontology-Biological Process (GO-BP) terms of the DEGs in d) SWF vs F1, e) F1 vs POF, and f) SWF vs POF.

Meanwhile, we also focused on the DEGs within prehierarchical stage (SWF vs LYF) and preovulatory stage (F1 vs F5). There were 1,737 and 2,003 DEGs individual. 

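Between SWF and LYF limma called 4211 DEGs, 3639 higher and 572 lower in SWF, and between F1 and F5 3773 DEGs, 819 higher and 2954 lower in F1. With each library divided by its upper quartile, which moved the log2 fold change of a gene by medians of -0.44 and 0.34 over the genes with a mean over 1 FPKM, the DEGs were 1991 higher and 1172 lower in SWF, and 1347 higher and 1730 lower in F1. Quantile normalization gave 1665 higher and 1499 lower in SWF, and 1397 higher and 1611 lower in F1. Both totals moved when 1 library was left out, where the fit also has less power. Between SWF and LYF, 1610 DEGs were called without SWF replicate 2, 2470 without SWF replicate 3 and 2464 without LYF replicate 3. For F1 and F5 there were 1778 without F1 replicate 2, 2042 without F1 replicate 3 and 2445 without F5 replicate 2. A term for the sequencing group, which holds F1 replicates 2 and 3, leaves F1 replicate 1 alone for this comparison. Among the 32 genes with a symbol, GAPDH was higher in SWF than in LYF (log2 fold change 2.04, adjusted p = 0.016), and ZP3 (-3.25, adjusted p = 0.0082), TXN (-0.98, adjusted p = 0.030) and CTSB (-1.51, adjusted p = 0.032) were lower. The 4 calls were lost without SWF replicate 2 or SWF replicate 3, with adjusted p from 0.051 to 0.11, and those of TXN and CTSB also with quantile normalization and without LYF replicate 2. Adjusted over the list alone, 1 was higher and 1 lower. None of the 32 was a DEG between F1 and F5 in limma, over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. This says little of these genes, which are among the most abundant, where limma's fitted spread is wide. ZP3, with each F1 library above each F5 library, had a log2 fold change of 2.46 (standard error 1.74, adjusted p = 0.34, and 0.0031 with no trend in the prior spread). Relative to the other genes, the mitochondrially encoded genes shifted towards LYF (camera p = 0.011), which was not found without LYF replicate 1 (p = 0.41) or with an estimated correlation (p = 0.46), and they did not shift between F1 and F5 (camera p = 0.21).

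**Figure D4:**
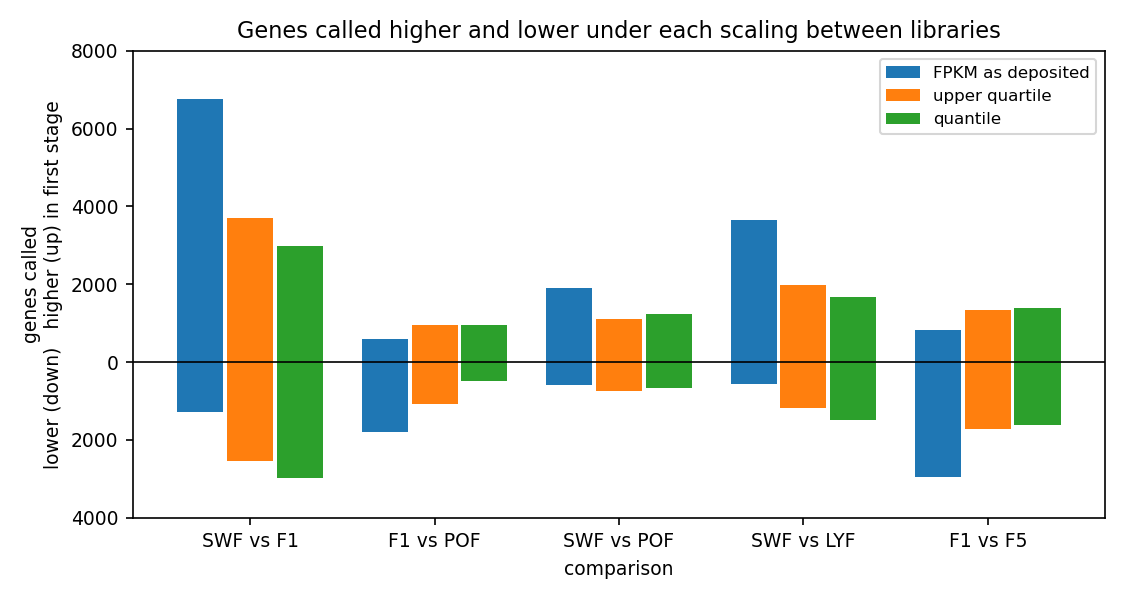
Number of DEGs higher (upward bars) and lower (downward bars) in the first-named stage (y axis) for 5 comparisons (x axis), with FPKM as deposited, with upper quartile scaling and with quantile normalization. Between SWF and F1, the DEGs higher in SWF number 6763, 3699 and 2977 in that order.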

The DEGs of SWF vs LYF were enriched in the pathway of “enzyme-linked receptor protein signaling pathway” (GO:0007167), “regulation of hormone levels” (GO:0010817), and “actin filament-based process” (GO:0030029) (Fig. 4a, Supplementary Table 5). The DEGs of F1 vs F5 were enriched in the pathway of “mitotic cell cycle” (GO:0000278), “response to hormone” (GO:0009725), and “actin filament-based process” (GO:0030029) (Fig. 4b, Supplementary Table 5). Most of these pathways were closely related to folliculogenesis (Bell and Dutta 2002; Gosden and Lee 2010).

**Fig. 4.**
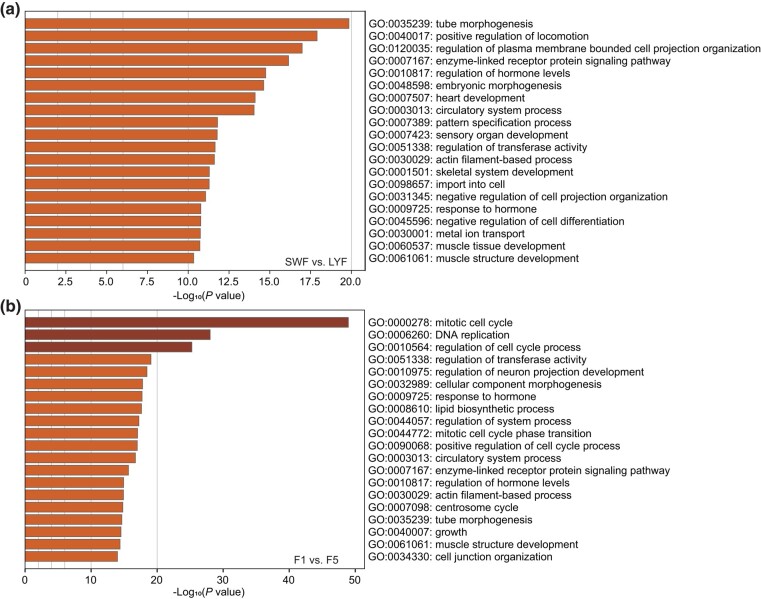
The top 20 significantly enriched Gene Ontology-Biological Process (GO-BP) terms of the DEGs in a) SWF vs LYF and b) F1 vs F5.

### Temporal expression patterns of the chicken follicle transcriptome during development

The spatiotemporal dynamics of gene expression reflect changes in cell function during development. Here, we used maSigPro30 to cluster all genes based on the time course of follicle development. Accordingly, a total of 2,478 genes were grouped into 4 clusters that significantly changed during follicle development (Fig. 5a; Supplementary Table 6). 

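The course over stages was fitted with a polynomial of degree 2 in the rank of the stage on log2(FPKM + 1), in the 24 libraries of the 8 stages whose names do not conflict. Of 15197 genes tested, 9919 had a Benjamini-Hochberg q under 0.05, and 1725 of these also had an R-squared over 0.7. Without replicate 1 of each stage the number was 2888, and without replicate 2 or 3 it was 2087 or 1977. With LWF and SYF added, it was 1383 by the column names, of which 1146 were among the 1725, and 996 by the sample titles. SPARC (R-squared 0.764) and GAPDH (R-squared 0.741) were among the 1725. With LWF and SYF added GAPDH had 0.664 by the column names and 0.597 by the sample titles. ZP3, with its fall after ovulation, had an R-squared of 0.527, and of 0.927 with POF left out.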

The 4 clusters highlight different temporal patterns of gene expression during chicken follicle development. Specifically, we identified 897 genes in cluster 1, which showed decreased expression levels over the course of development (Fig. 5a and b); 1,315 genes in cluster 2, which showed the highest expression levels in the SWF. 

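Hierarchical clustering of the 1725 genes by the correlation of their stage means gave 4 clusters, whose courses describe genes chosen for them in the same libraries. In a cluster of 343 genes the median FPKM fell from 39.4 ± 3.99 (SD, n = 3) in SWF to 23.2 ± 4.17 (SD, n = 3) in LYF, 8.07 ± 0.509 (SD, n = 3) in F1 and 8.38 ± 1.68 (SD, n = 3) in POF. Of these genes, 340 were DEGs higher in SWF than in F1. The largest cluster, of 1095 genes with GAPDH among them, had its highest median in SWF, at 4.39 ± 1.12 (SD, n = 3) FPKM, and 1063 of its genes were DEGs higher in SWF than in F1. The sizes changed with the libraries and settings used. Without replicate 2 of each stage the falling cluster held 680 genes, with the sequencing group term 132 and with a pseudocount of 0.1 143, and without replicate 1 the cluster highest in SWF held 1796.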

The expression levels of these genes decreased until follicle selection, and continued to be low at the hierarchical stage, finally increasing in POF; 158 genes in cluster 3, which increased their expression levels over the course of development, especially in the late preovulatory and postovulatory stages; and 108 genes in cluster 4, which exhibited highly stable expression at the preovulatory stage and relatively low expression levels at the prehierarchical and postovulatory stages (Fig. 5a and b). GO analysis revealed obvious functional enrichment differences between clusters (Fig. 5c). Genes in cluster 1 were mostly involved in the cell cycle, and chromosomal region, and localization. A considerable number of genes in clusters 2 and 3 were associated to autophagy and apoptosis, corresponding to the major stage of ovarian follicle degeneration caused by the apoptosis of GCs. Finally, genes in cluster 4 were mostly involved in growth and developmental processes, indicating that the proliferation and functional activity of GCs are accompanied by the maturation of hierarchical follicles (Fig. 5c). These substantial transcriptomic dynamics demonstrate distinct clustering of gene expression during chicken follicle development.

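The smaller clusters of the fit held 186 and 101 genes. In the cluster of 186 genes, which includes SPARC, the median FPKM was 11.4 ± 2.10 (SD, n = 3) in SWF, 55.5 ± 2.51 (SD, n = 3) in F5 and 58.8 ± 4.63 (SD, n = 3) in F4. In the cluster of 101 genes it was 3.29 ± 1.03 (SD, n = 3) in SWF, 1.06 ± 0.407 (SD, n = 3) in LYF, 6.31 ± 1.24 (SD, n = 3) in F1 and 16.5 ± 3.27 (SD, n = 3) in POF. Without replicate 1 of each stage these clusters held 373 and 372 genes, without replicate 2 122 and 186, and without replicate 3 217 and 257. Of the 101 genes, 25 were DEGs higher in POF than in F1 and none was lower, a count that was 7 without F1 replicate 1 and 0 without F1 replicate 2 or 3, where limma called at most 11 DEGs.

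**Figure D5:**
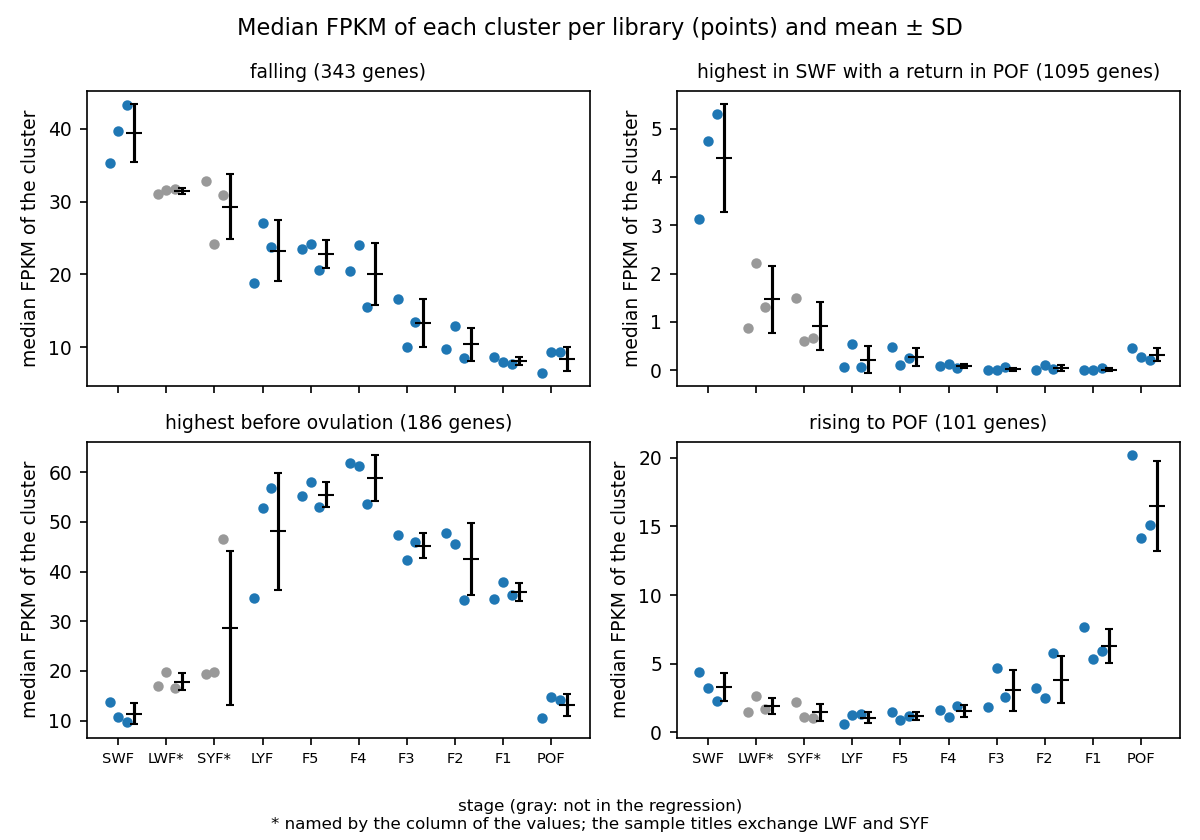
Median FPKM of the genes of each cluster (y axes) in each library by stage (x axes), with the mean ± SD of 3 libraries beside the points. Stages in gray were not part of the regression. In the cluster that rises to POF the median reaches 16.5 FPKM in POF.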

**Fig. 5.**
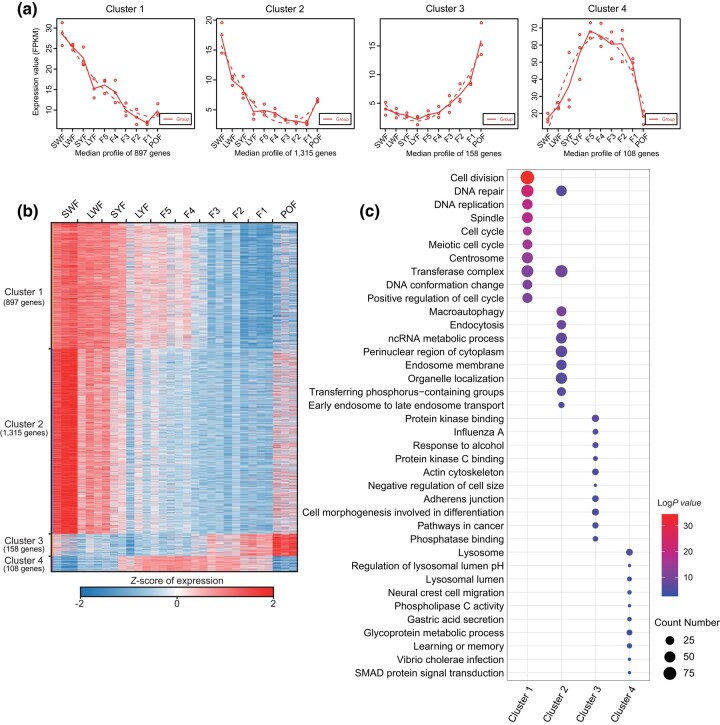
Transcriptomic dynamics during chicken follicle development. a) Clustering of mRNAs using maSigPro based on the median mRNA expression levels. b) Heatmap of the normalized mRNA expression levels (Z-score) in each cluster from a). c) Gene Ontology (GO) analysis of mRNAs for each cluster.

## Discussion

The pursuit of high egg production has always been the primary goal for poultry breeders. This important trait depends on efficient ovarian development and ovulation, whereby optimal reproductive efficiency in domestic hens can be achieved through enhanced follicular development. Typically, preovulatory follicles are selected from a pool of growing follicles, which are classified based on size (3–5 mm or 6–8 mm) or color (large white or small yellow follicles). Follicle-stimulating hormone (*FSH*) facilitates the selection of follicles, and previous research showed that treatment with pregnant mare serum gonadotropin (*PMSG*) or *FSH* increases the number of developing follicles. The granulosa layer of developing follicles expresses follicle-stimulating hormone receptors (*FSHR*), and the abundance of mRNA for these receptors changes as follicles mature. Previous studies revealed that the mRNA for *FSHR* is highest in the granulosa layer of 6–8 and 9–12 mm follicles (You et al. 1996), with 1 follicle in the pool of 6–8 mm follicles containing significantly more mRNA for *FSHR* than the other follicles in this size category. This observation suggests that this follicle may be selected next to move into the larger group (Woods and Johnson 2005). As follicles progress through the hierarchy, the granulosa layer becomes capable of producing an increasing amount of progesterone, which eventually results in a surge of luteinizing hormone and the start of ovulation (Robinson and Etches 1986). Follicular development is thus an important process that affects a high number of egg production traits in the poultry industry. Hence, the molecular mechanisms associated with follicular development in chickens have gained significant attention in poultry reproduction biology (Li et al. 2022). Obtaining insights into this sophisticated process of gene transcription and expression during follicle development can enhance our understanding on the reproductive physiology of hens and improve laying performance, also providing benefits for medical research on ovarian cancer using these animal models (Fu et al. 2014). Here, we performed RNA-seq to systematically investigate the gene expression profiles of granulosa cells in ovarian follicles across the whole reproductive cycle. Substantial transcriptomic dynamics showed distinct gene expression patterns corresponding to specific stages of ovarian follicle development.

In this study, we provide high-quality RNA sequencing data with a total of 204.57 Gb of clean data, and an average of 6.82 Gb of per sample. The genome size of chicken (*Gallus gallus domesticus*) is 1.1 Gb (GRCg6a), significantly smaller than the genome size of pig (*Sus scrofa*, susScr11, 2.5 Gb) and human (*Homo sapiens*, GRCh38, 3.08 Gb). Smaller genome size means higher sequencing depth in a certain amount of data. Higher sequencing depths mean higher cost and higher detection sensitivity and reliability.

The spearman correlation analyses showed high reproducibility (Spearman *R*>0.96) within biological replicates of other stages, except for the POF stage (Spearman *R* = 0.86) (Fig. 1c). A possible explanation for this observation is the insufficient number of biological replicates for this stage. After ovulation, the granulosa cells remaining in the follicle undergo luteinization (Johnson 2012) and apoptosis (Fan et al. 2008). Apoptosis triggers dramatic changes in cellular physiology including dramatic inhibition of transcription, RNA decay, and mRNA translation (Lee et al. 2021). Here, we found that the SWF, F1, and POF stages contain the largest transcriptome differences of any stage of follicle development (Fig. 2a, Fig. 4). These observations are consistent with those of previous reports (Shen et al. 2019), and reflect the corresponding functional characteristics of follicle development at different physiological stages.

We also focused on the up- and down-regulate genes in DEGs of SWF vs POF, SWF vs F1, and F1 vs POF. During the SWF stage, follicles are classified as primary, with the granulosa cells arranging themselves into a monolayer structure. During follicle development, granulosa cells undergo a transition from single-layered to multilayered. From the secondary LWF and SYF follicle stages to the selection phase follicles accumulate yolk material, increase in size, and granulosa cells transition from a multilayered to a single-layered structure. GCs ultimately reach the mature follicle stage during F1 and start ovulation. SWF and F1 represent critical follicle development stages characterized by significant morphological and functional changes in granulosa cells, resulting in the highest number of stage-specific gene expression, as observed in our transcriptomic findings (Fig. 2). Hence, compared to other stages, the functional changes in granulosa cells occurring during the POF stage are ultimately reflected in the specificity of their gene expression. Accordingly, the top 100 DEGs at the POF stage are mainly associated with apoptotic or autophagy-related signaling pathways, such as NIK/NF-κB signaling regulation, regulation of cytokine production involved in immune response, and PI3K-Akt signaling pathway. DEGs down-regulated in SWF vs POF and F1 vs POF both enriched in the pathway of “vasculature development”. This is in accordance with the atrophic follicles after ovulatory.

Analysis of mRNA temporal expression patterns (Fig. 5a) showed that cluster 2 genes exhibited primarily high expression levels in prehierarchical follicles, followed by a gradual decrease in preovulatory follicles. However, the expression of these genes significantly increased during the POF stage. In addition to pathways associated with apoptosis or autophagy, our functional enrichment analysis also revealed pathways related to hormone synthesis and secretion, such as steroid hormone secretion, as well as biological processes, including steroid synthesis. 

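In the cluster with its highest level in SWF, the median FPKM was 0.222 ± 0.278 (SD, n = 3) in LYF, 0.0157 ± 0.0272 (SD, n = 3) in F1 and 0.317 ± 0.134 (SD, n = 3) in POF. All of these medians lie under the FPKM minimum of the filter for expressed genes, and in F1 replicates 1 and 2 the median was 0. The higher median in POF than in F1 is thus a difference between levels too low to pass that filter. The genes were grouped by their means in these same libraries, POF included, so this course describes how the cluster was formed and is no separate test of a rise after ovulation. With genes under that minimum included, the mean FPKM was higher in POF than in F1 for 785 of the 1095 genes of the cluster. Of these genes, 105 were DEGs higher in POF than in F1 and 1 was lower in POF. Without F1 replicate 1 the first number was 19, without POF replicate 3 it was 184, and without F1 replicate 2 or 3 it was 0. A fit with fewer libraries also has less power, so these counts cannot tell whether the increase gene by gene rests on particular libraries.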

In mammals, the synthesis of steroids is primarily carried out by the corpus luteum or the placenta. In poultry, however, this process is mainly performed by granulosa cells located in the preovulatory follicular tissue (Huang et al. 1979). Following ovulation, poultry granulosa cells do not undergo immediate apoptosis. Instead, GCs remain attached to the follicular membrane and survive for several days. Previous research indicates that postovulatory granulosa cells play a crucial role in ensuring the smooth progression of the subsequent egg-laying cycle in poultry (Gilbert et al. 1978). Moreover, it is widely accepted that granulosa cells continue to secrete crucial hormones and cell factors even after ovulation, including estrogen and prostaglandins that act on preovulatory follicles (e.g. SWF) and stimulate their development (Lin et al. 2018). In cluster 4, the temporal expression pattern of genes rapidly increases from SWF to prior the selection of follicles, reaching its peak during the hierarchical stage. However, after ovulation, there is a sharp decline in the expression of genes in cluster 4, which are primarily associated with calcium ion transport, transmembrane export, regulation of cell growth, glycoprotein biosynthetic process, and epithelial cell proliferation.

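In the cluster of 186 genes highest before ovulation, the median FPKM was 35.9 ± 1.83 (SD, n = 3) in F1 and 13.1 ± 2.27 (SD, n = 3) in POF. This cluster too was formed from the stage means of the same libraries, so a lower median in POF follows from the grouping. Its median in POF was close to that in SWF. In all, 67 of these genes were DEGs lower in POF than in F1 and none was higher, and 6 had a higher mean FPKM in POF. The number lower in POF was 15 without F1 replicate 1 and 0 without F1 replicate 2 or 3 in turn. The median had already fallen between F4 and F1.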

## Conclusions

Our study revealed the dynamic transcriptome expression patterns during the development of chicken ovarian follicles by RNA-seq. These results provide a theoretical basis for improving the productivity of laying hens and developing models of human ovarian cancer. In the future, the development of single-cell RNA sequencing technologies will help clarifying cell type composition and function at each stage of ovarian follicle development, providing new perspectives on folliculogenesis.

## Supplementary Material

jkad237_Supplementary_Data

## Data Availability

The RNA-seq data of chicken ovarian follicle generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code “GSE229714”. Supplemental material available at G3 online.

## Code availability

The code for producing the results explained in this research is available at https://github.com/HuaKui17/Git-Repository/tree/main.

Supplementary Table 1: data summary of RNA-seq for all 30 samples; Supplementary Table 2: top 100 expressed genes at each stage; Supplementary Table 3: the co-expression genes in top 100 most expressed genes; Supplementary Table 4: list of differentially expressed genes; Supplementary Table 5: the enriched Gene Ontology-Biological Process (GO-BP) terms of the DEGs; Supplementary Table 6: list of genes for each cluster.

How the deposited data were processed for this re-analysis (not part of the article)

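The study profiled the granulosa cell layers of chicken ovarian follicles at 10 stages (SWF, LWF, SYF, LYF, F5, F4, F3, F2, F1 and POF) with 3 libraries per stage, 30 libraries in all, from hens at 31 weeks of age. The libraries were strand-specific and depleted of rRNA. The authors removed low-quality reads, adapters and rRNA reads, mapped the rest to GRCg6a with HISAT2 2.1.0, assembled and quantified them with StringTie 1.3.3 and deposited FPKM per gene and library. The filter of the methods on low FPKM had not been applied to the deposited FPKM, which also include genes at 0. The paper's text describes no scaling of the FPKM between libraries beyond the total of mapped fragments, and whether any was applied was not tested. The authors name DESeq2 on read counts for their differential expression and MaSigPro for the course over stages. Read counts were not analysed here, and neither tool was run.

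Stages were taken from the sample labels. For 6 libraries the titles and the descriptions exchange LWF and SYF, and the column names follow the descriptions. The libraries of these stages were kept as groups of 3 under the column name, and results for them carry both names. The top 100 genes by mean FPKM of each of the 10 column groups are the 100 genes that Supplementary Table 2 gives under the same stage name. This shows that the columns and that table share their names, and does not settle which of the labels is right. Supplementary Table 1 gives clean reads and Q30 per library, and libraries with Q30 above 93 (6 libraries) were treated as a separate sequencing group. F1 has 2 of its 3 libraries in it, and SWF, LWF, SYF, LYF and F5 have none. With a term for this group, comparisons of F1 with SWF or F5 thus rest on F1 replicate 1 alone, and their counts are to be read with this limit.

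Genes with FPKM > 0.5 in at least 2 libraries of a stage were kept (15197 genes). Values were transformed to log2(FPKM + 1), with a pseudocount of 1. Each pair of stages was compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the spread with expression), using the 6 libraries of that pair, and p-values were adjusted by the Benjamini-Hochberg method over the genes kept. A gene was called at an adjusted p under 0.05 and a fold of FPKM + 1 over 1.5. The course over stages was fitted by a polynomial of degree 2 in the rank of the stage over 24 libraries of 8 stages, leaving out LWF and SYF because of the exchanged names, with a Benjamini-Hochberg q under 0.05 and an R-squared over 0.7, and the genes were grouped into 4 clusters by hierarchical clustering on 1 minus the correlation of stage means. Degree, q and R-squared are the defaults of MaSigPro, since the paper's text states none of them. Single quantities were compared with exact two-sided permutation tests, for which 3 libraries against 3 cannot give a p under 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

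The genes named follow a rule written before the data were examined. It covers every gene the paper names, the genes with the highest mean FPKM in a stage, and in each main comparison up to 8 genes per side with the largest fold among those with a symbol, a mean of at least 5 FPKM in the higher stage and no overlap between the libraries of the stages. No symbol is paired with the identifiers outside the 36 genes of Supplementary Table 3. Other genes that the paper names, such as BUB1B and CDC20, could therefore not be quoted. The part on the largest folds could not be followed either, and 4 identifiers are printed instead, chosen after their values were seen. Gene lists for pathways and for cell types had been written beforehand too. Only the list of 13 mitochondrially encoded genes has all members paired with identifiers. The list of ribosomal proteins has 5 of 55 (9.09%), that of autophagy and lysosome 1 of 46, that of granulosa markers 1 of 19 and the other lists 0, so tests of these lists are void and were not made. The mitochondrially encoded genes were tested as a list with camera (a preset correlation of 0.01, with an estimated correlation as an alternative) and with fry, which asks whether the genes of the list change and does not compare them with other genes.

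The test was checked on simulated data with the spread of the real libraries, 15197 genes and 200 genes changed. For the comparison of SWF and F1, 22% of genes changed 2-fold and 73% of those changed 4-fold were called. The shares were 0% and 18% for F1 and POF, 1% and 23% for SWF and POF, 3% and 40% for SWF and LYF, and 18% and 63% for F1 and F5. At most 4 unchanged genes were called in a comparison. The simulated genes were drawn independently, with the same spread in both stages. In the real comparisons many more than 200 genes were called, which loosens the adjustment, and POF libraries spread more than those of other stages. These shares therefore do not give the power or the false calls of the real tests. For the course over stages, 200 genes were given a straight rise or fall over the rank of the stage, with an SD of 1 log2 unit. Of these, 90% were recovered, and 0 unchanged genes were called. Curved courses and turns at POF were not simulated, so this share does not hold for such courses.

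The alternatives set before the data were examined were a pseudocount of 0.1, no filter, 1 spread over all 30 libraries, upper quartile scaling (over expressed genes that are not mitochondrially encoded), quantile normalization, the replicate number as a block, a term for the sequencing group, other fold thresholds, and each library left out in turn. For the course over stages they were the stages included, the degree and the R-squared. Enrichment of Gene Ontology terms was not analysed here.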

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

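The tests of upper quartile scaling, of relative depth, of the sequencing group and of an F1 library under a POF label were chosen after their results had been seen.

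Genes that the paper's text does not discuss were among the 5 most abundant of a stage and changed strongly between stages. ENSGALG00000010237 had a mean of 24878 FPKM in F1, the second highest of that stage, and 148 FPKM in SWF. ENSGALG00000027090 had a mean of 11161 FPKM in LWF (titled SYF) and 0.595 FPKM in F2. Both are in the top 100 genes that the study gives for these stages, without a symbol. No explanation was tested for them.

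Most DEGs between SWF and F1 were higher in SWF (84.1%). ZP3 and ENSGALG00000010237 together take up a large share of the FPKM in F1, which lowers the FPKM of all other genes there. With the libraries rescaled to equal totals outside these 2 genes, 79.6% of the DEGs were still higher in SWF (78.0% to 81.9% without any 1 library). Rescaling outside all 216 genes of the top 100 of any stage left 72.6% (71.5% to 75.1%). Both stay above the bound of 70% set before the test, which argues against the most abundant genes as the whole cause, although the excess shrank at each step. Shallower F1 libraries would lose low genes in F1, but the mean relative depth of F1 was 1.23 times that of SWF, which argues against a lower total depth. This depth counts all fragments, and the top 100 genes held 55.7% of the summed FPKM in F1 and 40.4% in SWF. Fewer fragments left for the low genes of F1 are thus not excluded. With upper quartile scaling 59.4% of the DEGs were higher in SWF (57.7% to 61.7% without any 1 library), and with quantile normalization 49.9%. These scalings move all genes to a common level whatever the cause, so a technical lack of scaling and a larger set of genes expressed in SWF cannot be told apart with them. A larger number of genes expressed in SWF than in F1, which would be a difference between the stages themselves, stays open and was not tested further. The counts of genes over the FPKM minimum cannot decide it, since they rest on FPKM not scaled between libraries.

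POF replicate 3 stood apart from POF replicates 1 and 2 and was nearer to F1. It shares its sequencing group with 5 libraries of F4 to F1. Over those 4 stages the group changed 1 gene at an adjusted p under 0.05 in limma, which argues against the group as the source of a shift over many genes, although POF itself has no second library of that group and a few genes do not exclude small shifts. Within stages, F1 replicates 2 and 3, both of the group, correlated at 0.981 and with replicate 1 at 0.960 and 0.956, and the library of the group was the one apart in F2 (0.944 and 0.937, the others 0.970) and F4 (0.966 and 0.955, the others 0.973), but not in F3 (0.968 and 0.964, the others 0.941). So a part played by the group is not excluded. An F1 library under a POF label is argued against by its mean correlation of 0.849 with the F1 libraries, while the lowest pair of F1 libraries correlated at 0.956. A share of F1-like cells in this library would raise the genes of F1 by a like percentage. Over 87 genes with more than 100 FPKM in F1 and under 0.1 times that in POF replicates 1 and 2, the level in POF replicate 3 was a median of 9.68% of F1, with quartiles of 6.02% and 21.6%. The quartiles differ 3.59 times, between the bounds set before the test, so F1-like cells or RNA may contribute but cannot be told apart from a follicle nearer to ovulation, which was not tested because the time after ovulation of each POF is not given in the labels. The paper proposes too few replicates as a possible explanation for the low correlation in POF. It then describes luteinization and apoptosis of the granulosa cells left after ovulation, with effects of apoptosis on transcription and RNA decay.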

How the results depend on the processing

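The alternative without a trend in the prior spread, upper quartile scaling in the course over stages and the order of LWF and SYF by sample title in the comparison of neighbouring stages were chosen after seeing the data. Alternatives were followed for the fold changes of the genes quoted in the text, not for all named genes, and none of those followed changed sign. The side with more DEGs did change in a comparison. Between F1 and POF 24.7% of the DEGs were higher in F1, but 66.9% with quantile normalization and 6 of 11 without F1 replicate 3. Between SWF and F1 the 84.1% higher in SWF became 49.9% with quantile normalization, so no majority was left. Between SWF and LYF and between F1 and F5 the majority kept its side but shrank with quantile normalization, to 52.6% higher in SWF and 46.4% higher in F1. Unless stated, the cause of a change was not tested.

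The number of DEGs between SWF and F1 stayed within 1.5 times of 8040 under each alternative except an absolute log2 fold over 1.5 (3301), and was 6739 to 7930 with 1 library left out. That stricter fold gave 1463 DEGs for F1 and POF, 1415 for SWF and POF, 1599 for SWF and LYF, 1380 for F1 and F5 and 173 over the neighbouring stages, which follows from the threshold. With 1 spread over all 30 libraries there were 6777 for F1 and POF, 6640 for SWF and POF and 5043 to 5723 for the other stages against POF. A term for the sequencing group gave 1202 for F1 and POF, 4612 for SWF and POF (where POF replicate 3 alone sets the term) and 1604 for F1 and F5, gave 566 (F3) to 3862 (LWF, titled SYF) for the other stages against POF, and could not be fitted for SWF and LYF, which have no library of the second group. Quantile normalization gave 1442 for F1 and POF. The neighbouring stages, with 1071 DEGs in all, had 652 with upper quartile scaling and 554 without a trend in the prior spread. With 1 library left out, the DEGs ranged from 0 to 4716 for F1 and POF, 243 to 4586 for SWF and POF, 1610 to 3688 for SWF and LYF, 1778 to 3919 for F1 and F5 and 7 to 2617 for the neighbouring stages.

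The replicate numbers share only a number. The correlations of deviations of same-numbered libraries were not over 0.1 in every pair in any comparison. In SWF and LYF, 6 of 6 libraries correlated best with their own number, a hint from the data and not from the design, against 1 to 4 of 6 elsewhere. With the replicate block, limma called 0 DEGs between F1 and POF (4925 at an unadjusted p under 0.05), 1033 between SWF and POF, 1873 between F1 and F5 and 244 over the neighbouring stages, while the counts for SWF and F1 and for SWF and LYF moved by less than 1.5 times. Against POF it called 455 in LWF (titled SYF) and 0 in SYF (titled LWF), LYF, F5, F4, F3 and F2, where 3762 to 4163 genes had an unadjusted p under 0.05. The DEGs of these stages against POF are thus called only without the block, which follows the design, since no pairing by number is stated. In a fit of 6 libraries the block also leaves less to estimate the spread from, which lowers the power. Between F1 and POF, 5691 genes had an unadjusted p under 0.05 in limma without the block. The counts of 0 therefore do not show that the calls depend on a pairing.

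For the mitochondrially encoded genes, camera's p moved across 0.05 in these cases. Between SWF and F1 it was 0.021 with quantile normalization, towards SWF. With the FPKM as deposited it was 0.45, away from SWF. The other alternatives kept that direction, except the fit with no trend in the prior spread (0.97, towards SWF). Between F1 and POF (0.030) it was 0.16 with upper quartile scaling, 0.65 with quantile normalization, 0.45 with an estimated correlation and, with 1 library left out, 0.018 to 0.061, the highest without POF replicate 1. Between SWF and LYF (0.011) it was 0.13, 0.46 and 0.46 in the same order and 0.0016 to 0.41 with 1 library left out, the highest without LYF replicate 1. Between SWF and POF (0.55) it was 0.020 without a trend in the prior spread. With quantile normalization the direction of the list changed in each of these comparisons except SWF and POF, and also between F1 and F5 (0.67), so the direction rests on the scaling.

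The mean Spearman correlation within POF (0.805) was 0.897 with no filter, 0.732 over genes above 1 FPKM in every library of the stage, and 0.759 to 0.869 with 1 replicate left out. The lowest of the other stages (0.940) was 0.902 over genes above 1 FPKM in every library, 0.947 with Pearson on log2(FPKM + 1), and 0.935 to 0.941 with 1 replicate left out.

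The 1725 genes changing over stages became 996 with all 10 stages ordered by sample title, 3967 with POF left out, 2919 with a polynomial of degree 3, 3174 with an R-squared over 0.6, and 1977 to 2888 with 1 replicate left out. Of the sizes of clusters, 26 stayed within 1.5 times and 22 moved further. Among the fold changes followed, 297 kept their side of the threshold, 55 lost the call and 19 gained it. Depth limits the genes near the filter, and a count per gene was not used here.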

Differences from the paper's values

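Counts of DEGs are set at an adjusted p under 0.05 and a fold over 1.5, as in the paper's methods, while the legend of Fig. 2 states a log2 fold over 1.5. The paper's counts come from read counts and those here from FPKM.

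Between SWF and F1, 8040 DEGs were called and the paper reports 4427. Of the alternatives set before the data were examined, upper quartile scaling (6230), quantile normalization (5960), the sequencing group term (6255) and a log2 fold over 1.5 (3301) fall within 1.5 times of the paper's value, and the others do not. Higher in SWF were 6763, against the paper's 2922, with 3699, 2977 and 2666 under upper quartile scaling, quantile normalization and a log2 fold over 1.5, and no other alternative within 1.5 times. The same settings move the number lower in SWF away from the paper's 1505, to 2531, 2983 and 635, while it is 1277 with the FPKM as deposited and a fold over 1.5, within 1.5 times of the paper's.

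Between SWF and POF, 2490 DEGs were called and the paper reports 1296. Within 1.5 times of it are upper quartile scaling (1859), quantile normalization (1879), the replicate block (1033), a log2 fold over 1.5 (1415) and the fits without SWF replicate 1 (1674), POF replicate 1 (1376) or POF replicate 2 (1922), and not the others. Higher in SWF were 1908, against the paper's 821, with 1111, 1226, 786, 1005 and 1085 under upper quartile scaling, quantile normalization, the replicate block, a log2 fold over 1.5 and without POF replicate 1, and no other alternative within 1.5 times. Lower in SWF were 582, within 1.5 times of the paper's 475, but of these settings upper quartile scaling (748), the replicate block (247) and the fit without POF replicate 1 (291) are not.

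Between SWF and LYF, 4211 DEGs were called and the paper reports 1737. Without SWF replicate 2 (1610), SWF replicate 3 (2470) or LYF replicate 3 (2464), and at a log2 fold over 1.5 (1599), the number is within 1.5 times of the paper's, and under the others it is not. Between F1 and F5, 3773 DEGs were called and the paper reports 2003. The replicate block (1873), the sequencing group term (1604), a log2 fold over 1.5 (1380) and the fits without F5 replicate 1 (2801), F5 replicate 2 (2445), F1 replicate 2 (1778) or F1 replicate 3 (2042) are within 1.5 times, and the others are not.

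Between SWF and LWF (titled SYF), 1064 DEGs were called, while the paper's number is about 150 in Fig. 2c, read by eye. A log2 fold over 1.5, the threshold of that figure's legend, gives 170, and no other alternative comes within 1.5 times. The paper's text states that contiguous stages did not differ. In the same test 3 of the 8 neighbouring pairs from SWF to F1 had no DEG and 4 others had at most 4. Without F2 replicate 3 there were 278 between F2 and F1, and with 1 spread over all 30 libraries 191 between SYF (titled LWF) and LYF.

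The lowest mean Spearman correlation of a stage outside POF was 0.940, while the paper reports values over 0.96. Only LWF (titled SYF), F5, F4 and F1 had a mean over 0.96 here. None of the alternatives reached it for the lowest stage. In POF, the pairs at 0.759 and 0.785 lie under the level that the paper gives for all replicates, and the mean of 0.805 lies above it. The paper's discussion also gives a value for POF itself, and the mean of 0.805 lies below that value.

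The falling cluster held 343 genes and the paper's cluster 1 holds 897. A polynomial of degree 3 (727), an R-squared over 0.6 (786) and leaving out replicate 2 (680) are within 1.5 times, and the others are not. The cluster rising to POF held 101 genes and the paper's cluster 3 holds 158. With the stages ordered by sample title (108), a pseudocount of 0.1 (222), no filter (189), the replicate block (161), the sequencing group term (127) and without replicate 2 (186) it is within 1.5 times, and under the others it is not. The same holds under upper quartile scaling (149), which was chosen for this fit after seeing the values. The cluster highest before ovulation held 186 genes and the paper's cluster 4 holds 108. All 10 stages by column name (155) and leaving out replicate 2 (122) are within 1.5 times, and the others are not. The clusters were matched to the paper's by their described course.

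In its text the paper counts fewer genes without a name among the 36 shared by all stages than the 4 without a symbol in Supplementary Table 3. The paper states that the vasculature development pathway is down-regulated in POF. In all 1138 genes of Supplementary Table 4 used here, of 15197, the sign of the fold change for F1 vs POF and for SWF vs POF is that of the first-named stage over POF here, so the genes down-regulated in these comparisons, in which the paper finds that pathway enriched, are the genes higher in POF. The pathway's own genes were not analysed here.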

Other observations

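Other splits of the same libraries were compared with the real groups. For 3 libraries against 3 there are 10 splits, too few for a share under 0.05. As many DEGs as in the real split were called in 1 of the 10 splits, the real one, for each of 6 comparisons. Every other split mixes the stages, so a difference between them enters the spread and keeps the calls low. The low numbers of the other splits therefore do not measure chance. The real number and the highest of the other splits were 8040 and 0 for SWF and F1, 2388 and 0 for F1 and POF, 2490 and 1 for SWF and POF, 4211 and 0 for SWF and LYF, 3773 and 0 for F1 and F5, and 1064 and 1 for SWF and LWF (titled SYF). Over the 45 pairs of stages, another split called as many genes in 12 pairs, with at most 5 DEGs in any other split and at most 8040 in a real one. For the mitochondrially encoded genes as a list, a camera p as small as the real one was found in 5 of 10 splits for SWF and F1 (0.45, lowest of the others 0.091), in 1 for F1 and POF (0.030, lowest of the others 0.058), in 10 for SWF and POF (0.55, 0.11), in 6 for SWF and LYF (0.011, 4.0e-05) and in 4 for F1 and F5 (0.21, 0.014). With fry, the one-way p of the list was 0.014 for SWF and F1, 0.45 for F1 and POF, 0.077 for SWF and POF, 0.64 for SWF and LYF and 0.58 for F1 and F5, and the p for changes in either direction was 0.00095, 0.57, 0.034, 0.60 and 1.8e-06 in this order. These values were not followed under the alternatives, and fry takes no account of a shift that all genes share. For SWF and F1 the median of the list is positive while camera places it under the other genes, and for F1 and F5 the median is -0.07 and the mean 0.01. For the course over stages, 100 arrangements of the stage labels were drawn, the real one included. Only 1, the real one, gave as many as 1725 genes, and the highest of the others gave 52. So many genes would be unlikely if the libraries were exchangeable over the stages. Any difference between stages breaks that, so the test does not speak for the shape of the course or for the exact count.

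ATP6 had a mean of 7264 ± 10000 FPKM (SD, n = 3) in SWF, 5913 ± 7217 FPKM (SD, n = 3) in F1 and 7415 ± 11536 FPKM (SD, n = 3) in POF. In each of these stages 1 library set the mean, with 18810 FPKM in SWF replicate 1, 14247 FPKM in F1 replicate 1 and 20734 FPKM in POF replicate 3, while the others of the 3 stages lay between 573 and 1752 FPKM.

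The mitochondrially encoded genes held 49.5% of the summed FPKM in LYF replicate 1, 23.8% in LYF replicate 2 and 23.1% in LYF replicate 3. The sum of FPKM was highest in LYF replicate 1, at 642207.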
